A study of Danio rerio with 18 samples. Its data were reported in "The dynamics and functional impact of tRNA repertoires during early embryogenesis in zebrafish" (2024).

How the data were processed

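The data came from zebrafish (Danio rerio) eggs and embryos and were of 2 kinds. tRNA abundance was measured in 12 libraries of the TLAB strain, 2 per stage, from unfertilized egg, 256-cell, 1000-cell, sphere, shield and bud, which correspond to 0, 2.5, 3, 4, 6 and 10 hours post-fertilization (hpf). tRNA charging, which is the fraction of a tRNA that carries its amino acid, was measured in 6 further libraries, 3 from sphere and 3 from bud embryos. Each library was made from a pool of embryos, and the methods of the study state that replicate pools were collected on different days.

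For abundance, the authors deacylated total RNA, isolated the tRNA size range from a gel, made cDNA with a thermostable group II intron reverse transcriptase and sequenced it on an Illumina NextSeq instrument. They trimmed the reads with cutadapt and ran mim-tRNAseq, which aligns reads with GSNAP to clustered tRNA references while allowing for mismatches at modified bases, and then assigns the reads of a cluster back to single transcripts where sequence differences permit. The reference was the GtRNAdb set of the GRCz11 assembly with mitochondrial tRNAs added. The deposited abundance table holds whole-number counts of uniquely mapped reads per tRNA transcript or unresolved group of transcripts, with no normalization by the authors. The same deposited table gives the number of gene copies of each transcript, as the authors counted them in the reference. For charging, the authors extracted RNA under mildly acidic conditions, oxidized it and removed the exposed terminal base, so that charged molecules kept an intact 3' CCA end, and sequenced on an Illumina NovaSeq instrument. The deposited charging table holds a charged fraction per anticodon family and library, computed by the authors from the 3' ends. The table gives no read counts, so no counting interval was given for charging. Charged fractions are reported as the authors deposited them.

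The abundance table had 2600 entries, of which 22 were mitochondrial and 2578 nuclear. Among the nuclear entries 2505 were single transcripts and 73 were unresolved groups, and the single transcripts held between 70.6% and 74.5% of the nuclear counts of a library. Reads can be assigned wrongly between transcripts that differ by few bases, so differences of a single transcript are less certain than those of its family. A transcript was called detected when it reached 0.005% of the nuclear counts in at least 1 library, which left 607 transcripts. Counts of all nuclear entries, groups included, were summed into 47 anticodon families. A copy number was given for 46 of them, because the entry of the Asn-GUU family held a spreadsheet error in place of a number. All per-sample columns of the tables were mapped to a labelled sample, and 0 were left unmapped. No genomic coordinates were given in the tables and no GRCz11 sequence was used here, so positions are not reported.

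Library totals ranged from 977425 to 10121680 counts. Shares of counts in a single library are given with Wilson intervals at a confidence level of 95%. A count of 0 allows up to 3 counts, which is 0.000379% of the nuclear counts in the shallowest library and 3.52e-05% in the deepest. These intervals and limits cover counting error only, because the reads carry no molecular identifiers in the deposited table. A change from a group whose libraries all held 3 counts or fewer is given as a lower bound against that limit. Replicate libraries were compared before averaging. The chi-square statistic per degree of freedom over detected transcripts was between 36.5 at sphere and 156 at shield, so no replicate pair was a repeat deposit of 1 library.

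Changes in abundance were tested with the Wald test of DESeq2 1.42.0 under R 4.3.3, with stage as the only term, median-of-ratios size factors and all 12 libraries in 1 fit. DESeq2 was used because the methods of the study name it. Transcripts and families were fitted separately. A call was an adjusted p (Benjamini-Hochberg) of at most 0.05, counted among detected transcripts. Adjusted p values that DESeq2 withheld stayed missing and were not counted. The comparisons, the tests, the detection threshold, the rule for naming features and most of the alternatives were fixed before the data were examined. Named transcripts were the 5 largest rises and 5 largest falls past the threshold for shield against egg and for bud against egg, with both libraries of the stage on the same side of both egg libraries. The same rule named families for bud against egg, and every family was named in other contrasts with 5 calls or fewer. tRNA-Ala-AGC-3, tRNA-Thr-UGU-7, tRNA-Thr-UGU-8, tRNA-Ser-UGA-19 and the SeC-UCA family were fixed in advance because the study had named them. Features named outside this rule are marked as chosen after their values were seen.

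The mitochondrial share was related to hpf over libraries with Pearson's r and Spearman's rho, each with a two-sided permutation p from 100000 resamples. Composition was compared by total variation distance, which is the percentage of counts that would have to move for 2 libraries to have equal shares. Family shares were related to gene copy number across families with the same permutation test. Charged fractions were tested with limma 3.58.1 on log2(fraction / (1 - fraction)), with Benjamini-Hochberg adjustment over 46 families and the exact two-sided permutation test beside it. The mean charged fraction per library was tested on the untransformed scale. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

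The alternatives chosen in advance were edgeR 4.0.16 (quasi-likelihood test with TMM factors), TMM factors as DESeq2 size factors, only features with at least 10 counts in at least 2 libraries, a term for replicate number, fits of only the 4 libraries compared, each library left out in turn, no detection threshold and a threshold of 0.05%, unresolved groups added as features, families summed from resolved transcripts only, a likelihood ratio test over the 6 stages, other composition distances and other scales for charging and copy number. Total nuclear counts as size factors and several checks of correlations were added after the data had been seen. Scaling by the spike-in (an E. coli lysine tRNA) was not run because the abundance table used here lists no such entry. A count model for charging was not run because the charging table used here gives fractions. Mitochondrial charging was not analysed here.

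The models were tested on simulated data drawn from the means and library sizes of the real libraries. Among 2505 transcripts with 200 changed, DESeq2 recovered 94% of the changed ones with 7 false calls of 195, and edgeR recovered 95% with 9 false calls of 199. A first form of this test required no call with the wrong sign. DESeq2 met it, but edgeR made 1 such call, on a transcript whose counts varied strongly between replicates, and the requirement was relaxed for edgeR. Among 47 families with 10 changed, both tools recovered 100%, and limma recovered 100% of 10 changed families among 46 charging values. Every changed feature was given a log2 change of 2, on the log2 odds scale for charging. The largest real change of charging on that scale was 0.637 (Lys-CUU), so recovery of changes of that size was not tested. The charging draws also held no shift shared by all families of a library.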

Results

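tRNA pools were profiled in zebrafish from the unfertilized egg to the end of gastrulation by mim-tRNAseq, a sequencing method that reads through modified bases and assigns reads to single tRNA transcripts. The 12 abundance libraries came in 6 stages of 2 libraries each, which were egg, 256-cell, 1000-cell, sphere, shield and bud. Time is given in hours post-fertilization (hpf), and the stages stood at 0, 2.5, 3, 4, 6 and 10 hpf in that order. Total counts were 977425 and 2402589 for egg, 10121680 and 2578941 for 256-cell, 1792461 and 2877750 for 1000-cell, and 3061903 and 2216434 for sphere. They were 5757862 and 5617186 for shield and 3417973 and 4643730 for bud. The first egg library was the shallowest and limits the lowest share that could be seen in eggs. A second set of 6 libraries, 3 from sphere and 3 from bud embryos, measured charging. The labels gave no sequencing batch for the abundance libraries.

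The first question was how the mitochondrial part of the tRNA pool changed as embryos grew. Reads of the 22 mitochondrial tRNAs made up 17.3% ± 2.37 (SD, n = 2) of all tRNA counts in egg, 17.0% ± 1.78 (n = 2) at 256-cell, 17.1% ± 0.366 (n = 2) at 1000-cell and 16.5% ± 0.144 (n = 2) at sphere. The share was 11.9% ± 0.108 (n = 2) at shield and 8.33% ± 0.0334 (n = 2) at bud, and both libraries of either stage lay below every library of the earlier stages. Single libraries were precise to counting error. The first egg library stood at 19.0% (Wilson 95% interval 19.0% to 19.1%) and the first bud library at 8.31% (8.28% to 8.34%). The 2 egg libraries, at 19.0% and 15.7%, were further apart than any counting error. Across the 12 libraries the share fell with hpf, with a Pearson's r of -0.911 (permutation p 0.00011) and a Spearman's rho of -0.735 (permutation p 0.00971). Without the bud libraries, which were the 2 farthest from the median time, r was -0.736 (permutation p 0.0164) and rho was -0.542 (permutation p 0.117). Over the 8 libraries from egg to sphere, r was -0.238 (permutation p 0.579), which was the alternative that moved the relation most. The fall was therefore seen only from shield onward, and no change from egg to sphere was detectable against the spread between replicates. This was the only relation over libraries that was computed for abundance.

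**Figure D1:**
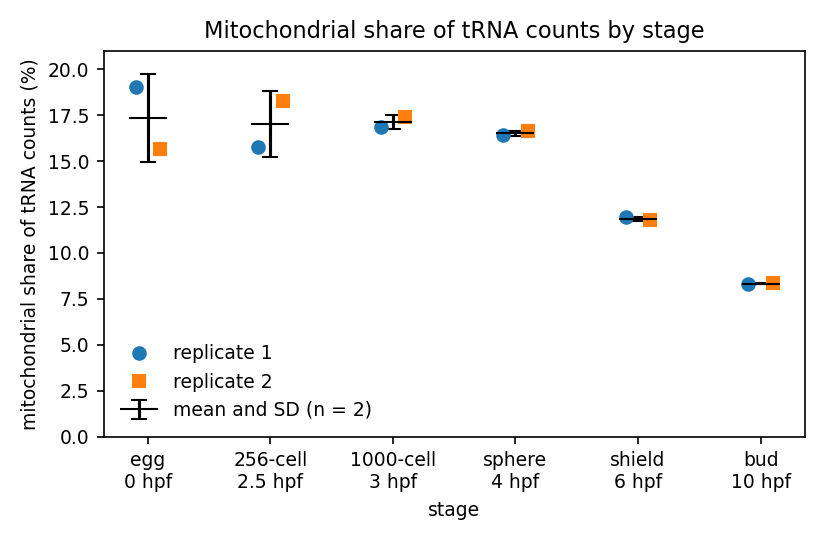
Share of mitochondrial tRNAs among all tRNA counts (%, vertical axis) by stage, with a symbol for each of the 12 libraries and bars for the mean and SD of the 2 libraries of a stage. The shares at shield were 11.9% and 11.8% and those at bud were 8.31% and 8.35%, below the 15.7% to 19.0% of the other 8 libraries.

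The next comparison asked when nuclear tRNA transcripts departed from the maternal pool. Each later stage was set against egg with the DESeq2 Wald test, and 3 further contrasts compared later stages with each other, so that 8 contrasts were made at each level. Of the 607 detected transcripts, 6 differed from egg at 256-cell (4 higher, 2 lower), 3 at 1000-cell (all higher) and 5 at sphere (4 higher, 1 lower). At an unadjusted p under 0.05 the counts at these stages were 75, 62 and 61. With replicate number as a block, the calls were 27 (11 higher, 16 lower), 15 (6 higher, 9 lower) and 14 (10 higher, 4 lower). The labels do not state such a pairing. At shield 94 transcripts differed from egg (49 higher, 45 lower) and at bud 165 did (97 higher, 68 lower), which was 27.2% of those detected. In all, 185 transcripts, or 30.5%, differed from egg at 1 stage or more. The edgeR quasi-likelihood test called fewer, namely 45 transcripts at shield (39 higher, 6 lower) and 103 at bud (87 higher, 16 lower), of which 45 and 100 had been called by DESeq2 in the same direction. The settings that moved the counts most were the fit of only the 4 libraries compared at shield (38) and a detection threshold of 0.05% at bud (74, among fewer transcripts).

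The split into higher and lower transcripts depended on how libraries were scaled. With total nuclear counts as size factors, an alternative chosen after seeing the data, the median transcript shifted by -0.38 on the log2 scale for bud against egg, by -0.39 for bud against sphere and by -0.44 for bud against shield. Under that scaling 206 transcripts differed between bud and egg, 60 higher and 146 lower, and 128 of the 165 calls remained in the same direction. With TMM factors the split was 106 higher and 44 lower at bud and 51 higher and 24 lower at shield, and all 6 transcripts then called at 256-cell were higher. Directions of transcripts at bud are given below relative to the median transcript. Transcripts called higher at bud rose together from 14.5% of nuclear counts in egg to 27.4% at bud, and those called lower went from 4.31% to 1.81%, which are shares that do not depend on the scaling except through which transcripts were called.

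**Figure D2:**
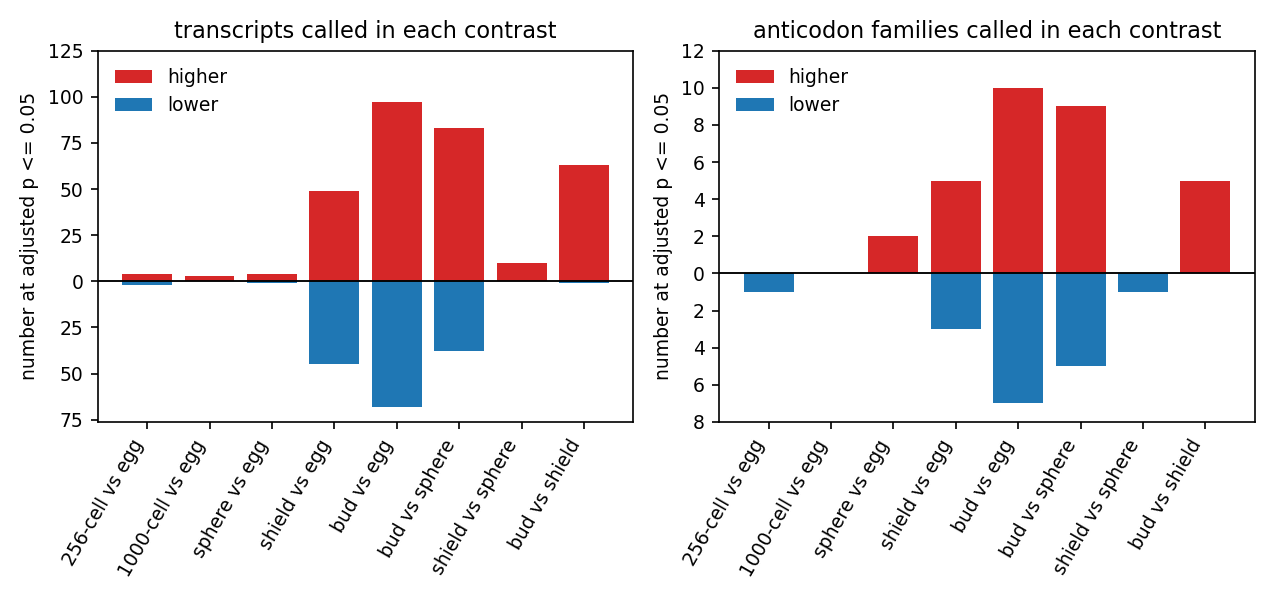
Number of detected transcripts (left) and anticodon families (right) called in each of 8 contrasts between stages (DESeq2, adjusted p at most 0.05), with higher features above the zero line and lower features below it. Against egg, 97 transcripts were higher and 68 lower at bud with median-of-ratios scaling, but 60 were higher and 146 lower with total nuclear counts as size factors.

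Contrasts between later stages dated the departures. Between sphere and shield 10 transcripts differed, all higher at shield. Without either egg library the count was 14 (11 higher, 3 lower), and without 1000-cell replicate 1 it was 17 (16 higher, 1 lower). With total scaling the count was 25 (20 higher, 5 lower), and with replicate number as a block it was 39 (24 higher, 15 lower). Between shield and bud 64 differed (63 higher, 1 lower), or 86 with total scaling (41 higher, 45 lower), of which 42 were shared in direction with the 64. Between sphere and bud 121 differed (83 higher, 38 lower), with 176 under total scaling (51 higher, 125 lower) and 96 with TMM factors (79 higher, 17 lower). The shield and bud contrasts shared the egg libraries. They had 75 calls in common, all in the same direction, and the log2 changes of detected transcripts correlated with r of 0.814 across transcripts, which are not independent replicates. In 20 simulations of unchanged libraries against the same eggs, r had a mean of 0.520 and a highest value of 0.711, and at most 1 call was shared.

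The largest rises at bud against egg included tRNAs near the detection limit in egg. tRNA-Leu-UAG-27 (6 gene copies) had 0 counts in both egg libraries and was at least 3.23-fold higher at bud (DESeq2 adjusted p 0.00219), or at least 1.86-fold without bud replicate 1. tRNA-Arg-UCU-24 (1 gene copy) had 1 and 0 counts in egg and was at least 4.31-fold higher (DESeq2 adjusted p 0.00164). Without egg replicate 1, which set the limit, these bounds were 7.74-fold and 10.3-fold. tRNA-Ile-AAU-1 (6 gene copies) rose by 4.75 ± 0.60 on the log2 scale (SE, DESeq2 adjusted p 1.81e-13), and by 3.82 without bud replicate 1. tRNA-Val-UAC-10 (1 gene copy) rose from 600 ± 27.4 to 9025 ± 624 normalized counts (SD, n = 2 per stage), a log2 change of 3.91 ± 0.26 (DESeq2 adjusted p 1.46e-50). tRNA-Ala-AGC-2 (3 gene copies) rose from 1949 ± 25.8 to 29305 ± 6178 normalized counts (SD, n = 2 per stage), a log2 change of 3.91 ± 0.28 (DESeq2 adjusted p 3.54e-43). The falls were smaller. tRNA-Val-UAC-24 (6 gene copies) changed by -2.72 ± 0.57 (DESeq2 adjusted p 5.04e-05), and tRNA-Arg-UCG-6 (2 gene copies) by -2.02 ± 0.46 (DESeq2 adjusted p 0.000258), or by -0.99 without egg replicate 1 and -2.62 without egg replicate 2. tRNA-Ile-UAU-29 (2 gene copies), tRNA-Arg-UCU-33 (1 gene copy) and tRNA-Asn-GUU-209 (2 gene copies) changed by -1.92, -1.91 and -1.60. Without bud replicate 2 the value of tRNA-Ile-UAU-29 was -2.63, and without egg replicate 2 that of tRNA-Asn-GUU-209 was -0.90. Neither of these transcripts was called by edgeR, and tRNA-Asn-GUU-209 was not called with only the 4 libraries compared. Every embryo library from 256-cell onward was below both egg libraries for tRNA-Val-UAC-24 and tRNA-Ile-UAU-29. At 256-cell tRNA-Val-UAC-24 had 58.3 and 153 normalized counts, against 376 and 290 in egg. These 2 falls therefore set egg apart from all embryos and were not dated to bud. The other named falls overlapped the egg libraries at some stage before shield.

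At shield the changes against egg were led by the same pair of low-count tRNAs. tRNA-Leu-UAG-27 had 359 and 62 counts at shield and was at least 10.7-fold higher than in egg (DESeq2 adjusted p 0.00012). The bound was 3.39-fold without shield replicate 1, so its size rested on that library. tRNA-Arg-UCU-24 was at least 6.47-fold higher (DESeq2 adjusted p 0.000816). Without egg replicate 1 the 2 bounds were 25.7-fold and 15.5-fold. tRNA-His-GUG-35 (5 gene copies), tRNA-Leu-AAG-6 (5 gene copies) and tRNA-Lys-UUU-9 (18 gene copies) rose by 3.32 ± 0.84, 3.25 ± 0.73 and 2.95 ± 0.60 on the log2 scale (SE), with DESeq2 adjusted p values of 0.00239, 0.000425 and 8.66e-05. Without egg replicate 2 the rises of tRNA-His-GUG-35 and tRNA-Lys-UUU-9 were 4.14 and 3.80, and that of tRNA-Leu-AAG-6 was 1.79 without shield replicate 1 and 3.95 without shield replicate 2. tRNA-Val-UAC-24 changed by -2.63 ± 0.56 (DESeq2 adjusted p 0.000194), and by -3.26 without shield replicate 2. tRNA-Val-AAC-13 (1 gene copy), tRNA-Arg-UCG-6 and tRNA-Ile-AAU-64 (1 gene copy) changed by -2.18, -1.93 and -1.68, but only by -0.45, -0.91 and -0.54 without egg replicate 1, and by -2.96, -2.54 and -2.33 without egg replicate 2, so the size of these falls rested on single egg libraries. The call of tRNA-Val-AAC-13 (DESeq2 adjusted p 0.0354) was lost with edgeR, with TMM factors, with total scaling and with only the 4 libraries compared. tRNA-Tyr-GUA-5 (1 gene copy) changed by -1.70 ± 0.47 (DESeq2 adjusted p 0.00628). It was not called by edgeR, and neither was tRNA-Ile-AAU-64, which was also lost with only the 4 libraries compared. For tRNA-Val-UAC-24, tRNA-Tyr-GUA-5 and tRNA-Ile-AAU-64, every library from 256-cell to sphere was already below both egg libraries. Their falls were therefore not dated to shield. tRNA-Val-AAC-13 and tRNA-Arg-UCG-6 overlapped the egg libraries before shield.

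The few transcripts called before shield were named after their values were seen. tRNA-Arg-UCU-24 was at least 7.59-fold higher than in egg at 256-cell, at least 8.64-fold at 1000-cell and at least 10.2-fold at sphere. The bounds were 5.37-fold without 1000-cell replicate 2 and 6.70-fold without sphere replicate 2, and 18.2-fold, 20.7-fold and 24.4-fold at the 3 stages without egg replicate 1. tRNA-Val-AAC-7 rose by 3.22, 3.01 and 2.88 on the log2 scale at these stages, by 5.36, 5.15 and 5.02 without egg replicate 1 and by 2.31, 2.10 and 1.97 without egg replicate 2. tRNA-Tyr-GUA-14 rose by 1.08 at 256-cell and 1.16 at 1000-cell, and tRNA-Leu-AAG-15 by 1.23 at sphere. tRNA-His-GUG-35 rose by 3.17 at 256-cell and was 11.3-fold higher at sphere. Without egg replicate 2 its log2 rises were 3.99 and 4.33, that at 256-cell was 2.22 without 256-cell replicate 2 and 3.75 without 256-cell replicate 1, and that at sphere was 2.90 without sphere replicate 2. tRNA-Tyr-GUA-5 changed by -1.71 at 256-cell and -2.08 at sphere (-2.68 without sphere replicate 1), and tRNA-Glu-CUC-3 by -1.42 at 256-cell (-0.69 without egg replicate 1). Of these calls edgeR made only that of tRNA-Arg-UCU-24 at the 3 stages and that of tRNA-Val-AAC-7 at 256-cell. With TMM factors tRNA-Glu-CUC-3 and tRNA-Tyr-GUA-5 were not called at 256-cell.

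A list of 4 transcripts had been fixed in advance because the study had named them. Its northern blots covered 3 transcripts, and it reports that they were highly concordant with its sequencing. Its text names tRNA-Thr-UGU-7 among these, where its figure and probe list name tRNA-Thr-UGU-8. At bud against egg tRNA-Ser-UGA-19 (3 gene copies) rose from 1686 ± 3.77 to 13364 ± 2156 normalized counts (SD, n = 2 per stage), a log2 change of 2.99 ± 0.19 (DESeq2 adjusted p 8.29e-56). tRNA-Thr-UGU-8 (6 gene copies) rose by 2.26 ± 0.18 (DESeq2 adjusted p 1.5e-33) and tRNA-Thr-UGU-7 (1 gene copy) by 1.30 ± 0.39 (DESeq2 adjusted p 0.00876). With total scaling the rise of tRNA-Thr-UGU-7 was 0.93 and was not called (DESeq2 adjusted p 0.0639, in a range of 0.00168 to 0.0639 over its alternatives). tRNA-Ala-AGC-3 (1 gene copy) did not differ, with a log2 change of 0.05 ± 0.20 (DESeq2 adjusted p 0.932) that was -0.34 with total scaling. At shield tRNA-Ser-UGA-19 had risen by 1.10 (DESeq2 adjusted p 4.79e-07) and tRNA-Thr-UGU-8 by 0.45 (DESeq2 adjusted p 0.0971, though it was called with total scaling), while the values of tRNA-Thr-UGU-7 and tRNA-Ala-AGC-3 were -0.08 and -0.09. At sphere none was called, with changes of -0.02 for tRNA-Ala-AGC-3, 0.19 for tRNA-Thr-UGU-7, 0.12 for tRNA-Thr-UGU-8 and 0.30 for tRNA-Ser-UGA-19. Bud against sphere gave 0.07, 1.11, 2.14 and 2.68 in that order. The value of 1.11 for tRNA-Thr-UGU-7 was called by DESeq2 (adjusted p 0.0296) but not by edgeR or with total scaling, which gave 0.72. Single libraries set the sign of the small changes. At sphere, tRNA-Ala-AGC-3 was at 0.10 without sphere replicate 2, tRNA-Thr-UGU-7 at -0.19 without sphere replicate 2 and tRNA-Thr-UGU-8 at -0.0037 without sphere replicate 1. At shield, tRNA-Ala-AGC-3 was at 0.02 without egg replicate 1 and tRNA-Thr-UGU-7 at 0.20 without egg replicate 2. At bud, tRNA-Ala-AGC-3 was at -0.05 without egg replicate 2, and against sphere at -0.05 without sphere replicate 2. Adjusted over all transcripts, 0, 1 and 3 of the 4 were called at sphere, shield and bud, and adjusted over the list alone the counts were 0, 2 and 3. The study had reported on these transcripts from the same samples, so the latter is not independent evidence.

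**Figure D3:**
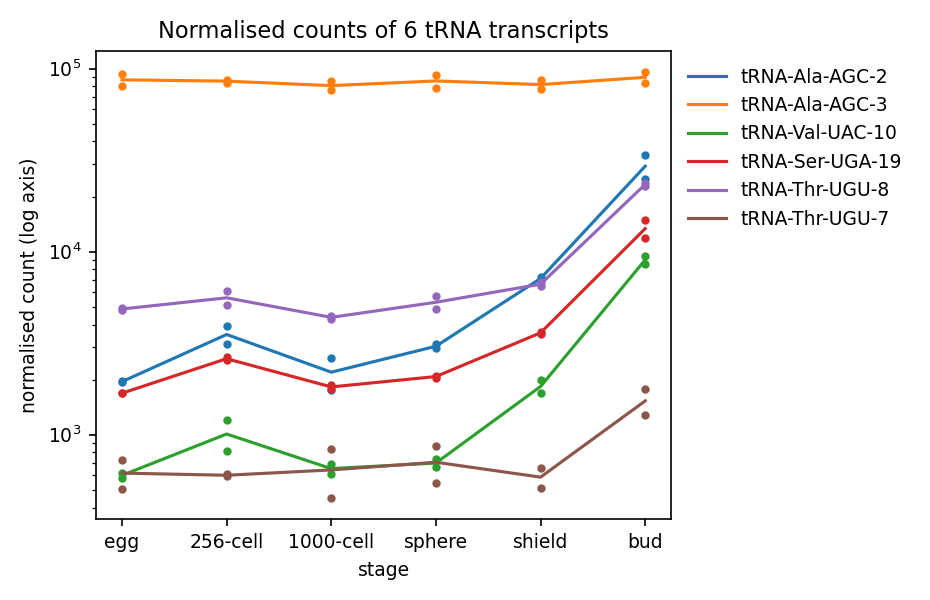
Normalized counts (log axis) of 6 tRNA transcripts by stage, with a point for each of the 2 libraries and a line through the stage means. tRNA-Val-UAC-10 rose from 600 to 9025 and tRNA-Ser-UGA-19 from 1686 to 13364 between egg and bud, while tRNA-Ala-AGC-3 changed by 0.05 on the log2 scale (-0.34 with total nuclear counts as size factors).

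Summing counts by anticodon asked whether the changes of transcripts altered the supply of each anticodon. Of the 47 families, 1 differed from egg at 256-cell (lower), 0 at 1000-cell (3 at an unadjusted p under 0.05), 2 at sphere (both higher), 8 at shield (5 higher, 3 lower) and 17 at bud (10 higher, 7 lower). In all 22 families, or 46.8%, differed at 1 stage or more. The edgeR test called 0, 0, 0, 1 and 15 at the same stages, and its 15 bud calls were shared with DESeq2. At bud the count moved most, to 22, when only resolved transcripts were summed. With TMM factors the bud split was 8 higher and 9 lower, and at sphere 2 were higher and 1 lower. Between sphere and bud 14 families differed (9 higher, 5 lower), or 16 with total scaling (8 higher, 8 lower). Between sphere and shield 1 differed and between shield and bud 5 did, all higher at bud. At an unadjusted p under 0.05 these were 6 and 10.

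The selenocysteine family SeC-UCA (3 gene copies), which was fixed in advance, changed most at bud. It rose from 233 ± 31.8 to 1163 ± 94.7 normalized counts (SD, n = 2 per stage), or 5.02-fold, with a log2 change of 2.33 ± 0.39 (DESeq2 adjusted p 8e-08). The change was 2.05 ± 0.39 against sphere (DESeq2 adjusted p 2.21e-06), 0.81 at shield against egg (DESeq2 adjusted p 0.117) and 0.28 at sphere against egg, where it was -0.19 without sphere replicate 2. Ser-UGA (177 gene copies), Ser-CGA (48), Thr-UGU (25) and Gly-CCC (98) rose by 1.11 ± 0.25, 1.07 ± 0.16, 0.73 ± 0.12 and 0.63 ± 0.19 on the log2 scale (SE), with DESeq2 adjusted p values of 9.56e-05, 3.83e-09, 8e-08 and 0.00452. The 5 largest falls were those of Thr-CGU (25 gene copies), Val-UAC (113), Val-CAC (232), Pro-CGG (92) and Arg-CCG (29), with log2 changes of -0.62 ± 0.15, -0.53 ± 0.14, -0.44 ± 0.17, -0.42 ± 0.14 and -0.42 ± 0.16 and DESeq2 adjusted p values of 0.000161, 0.000772, 0.0349, 0.00918 and 0.0271. Without bud replicate 2 the rise of Gly-CCC was 0.32, and without egg replicate 1 the change of Val-CAC was -0.26. These 10 families kept their direction under each scaling. Arg-CCG alone among them changed direction when only resolved transcripts were summed, to 0.18.

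**Figure D4:**
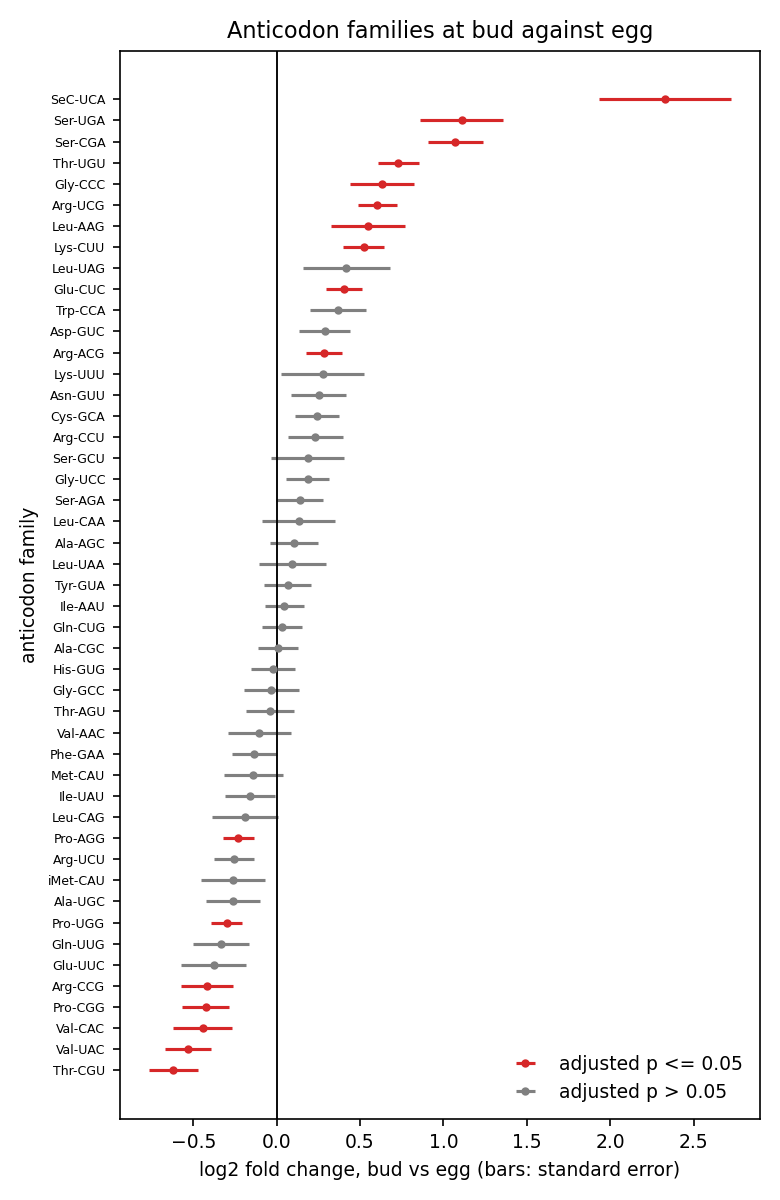
Log2 change of 47 anticodon families between egg and bud (horizontal axis, median-of-ratios scaling), with bars for the standard error and families past an adjusted p of 0.05 (DESeq2) in red. SeC-UCA stood at 2.33 and Thr-CGU, at the other end, at -0.62, and with TMM factors the called families split into 8 higher and 9 lower.

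In the other contrasts with few calls, Arg-UCU was lower at 256-cell than in egg (-0.45 ± 0.12, DESeq2 adjusted p 0.00959). Leu-AAG and Leu-CAA were higher at sphere than in egg, by 0.73 ± 0.22 and 0.70 ± 0.22 (DESeq2 adjusted p 0.0353 for both). Thr-CGU was lower at shield than at sphere (-0.53 ± 0.15, DESeq2 adjusted p 0.0132). Without sphere replicate 2 the rise of Leu-CAA was 0.41. None of these 4 was called by edgeR, Arg-UCU was not called with only the 4 libraries compared, and Thr-CGU was not called when only resolved transcripts were summed. Between shield and bud, Arg-UCG, Lys-CUU, SeC-UCA, Ser-CGA and Thr-UGU rose by 0.52, 0.49, 1.51, 0.76 and 0.73, with DESeq2 adjusted p values of 0.000104, 0.000747, 0.000747, 8.25e-05 and 2.04e-07, and edgeR called the same 5.

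The distance between compositions measured how far the whole pool moved. At the level of transcripts the bud and egg libraries differed by a total variation distance of 18.6% ± 1.14 (SD over 4 pairs), and replicate pairs differed by 8.15% ± 1.36 (SD over 6 pairs, 6.07% to 9.47%). Shield and egg differed by 11.8% ± 1.05. The distances of 256-cell, 1000-cell and sphere from egg, at 9.61% ± 2.53, 8.66% ± 2.14 and 7.52% ± 1.29, lay within or near the spread between replicates. At the level of families bud and egg differed by 9.03% ± 0.781, shield and egg by 8.18% ± 0.996 and replicates by 6.40% ± 1.22 (4.42% to 7.67%). The Bray-Curtis distance of log2 values was the alternative that moved these distances most, to 10.9% for transcripts, where replicates gave 7.44%, and to 1.34% for families, where they gave 0.698%.

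Family shares were set against gene copy number to ask whether copy number predicted abundance at each of 6 stages. Across 46 families, which are not independent replicates, Pearson's r was between 0.298 and 0.325 with permutation p values of 0.0274 to 0.0432, all of them 0.0432 after Benjamini-Hochberg adjustment over the 6 stages. The adjusted R² was between 0.0683 and 0.0853. Spearman's rho was between 0.236 and 0.289, with adjusted permutation p values of 0.108 to 0.113. The linear relation rested on the 2 families with the most genes, Lys-CUU (549) and Lys-UUU (431), without which r was between 0.176 and 0.232 with permutation p values of 0.130 to 0.250. On the log2 scale r was between 0.390 and 0.459 with permutation p values of 0.00282 to 0.00847. Ranks do not change with the scale, so Spearman's rho stayed as given above. SeC-UCA held 0.00862% of nuclear counts in egg, far below the next family, Ser-CGA, at 0.131%. The log2 relation was not computed without SeC-UCA, so its dependence on that family is open.

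Charging was compared between sphere and bud to ask whether the supply of aminoacylated tRNA changed over gastrulation. The charging table gave no depth for its libraries. The mean charged fraction over 46 families was 0.878, 0.901 and 0.893 in the sphere libraries and 0.870, 0.916 and 0.879 in the bud libraries, or 0.890 ± 0.0115 and 0.888 ± 0.0246 (SD, n = 3). The difference of -0.00224 had an exact two-sided permutation p of 1, where the smallest p that 3 libraries against 3 allow is 0.1. Its sign depended on single libraries, and without bud replicate 2 it was -0.0162 and without bud replicate 1 it was 0.00699. The lowest means over all libraries were those of Ala-AGC (0.805), Phe-GAA (0.816) and His-GUG (0.824). No family mean over the 6 libraries was under 0.8, but 1 stage mean was, that of Lys-CUU at sphere, which rounds to 0.800. In single libraries 10 of the 276 values were under 0.8, down to 0.762.

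In the test of each family, limma called 0 of 46 families between sphere and bud, with 2 at an unadjusted p under 0.05 and a lowest adjusted p of 0.724. Lys-CUU went from 0.800 ± 0.00325 to 0.858 ± 0.0380 (limma p 0.0227, exact permutation p 0.1). Arg-ACG went from 0.828 ± 0.0611 to 0.881 ± 0.0363 (limma p 0.0315, exact permutation p 0.3), and Val-AAC from 0.927 ± 0.0174 to 0.901 ± 0.0184 (limma p 0.0732, exact permutation p 0.2). Their limma adjusted p values were 0.724, 0.724 and 0.856. In 2 of the 46 families the 3 values of one stage lay apart from those of the other, where chance gives 10% of families. Leaving out bud replicate 2 moved the count of calls most, to 6 families with a lowest limma adjusted p of 0.0140 (0.0140 to 0.989 over the alternatives), so the result rested on that library. The change in abundance between sphere and bud was unrelated to the change in charging across the 46 families (r 0.148, permutation p 0.326, rho 0.0496, permutation p 0.744).

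**Figure D5:**
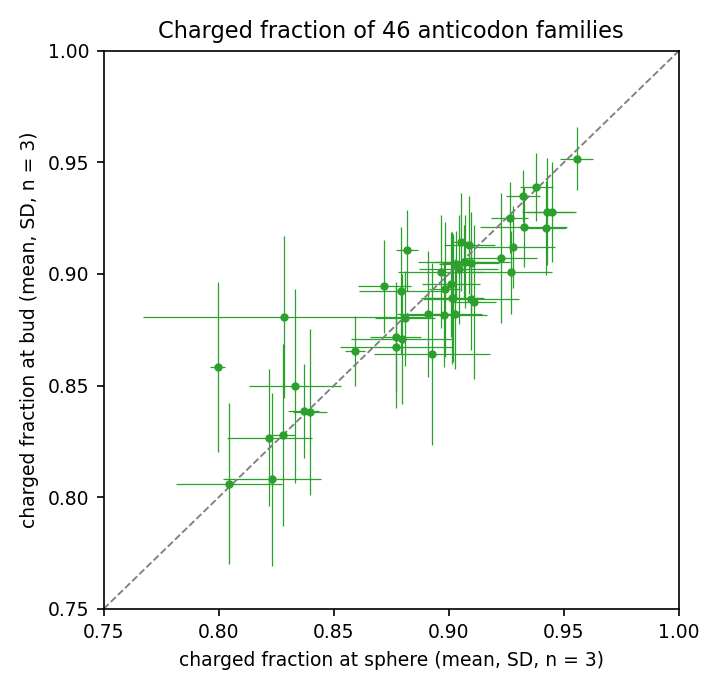
Charged fraction of 46 anticodon families at sphere (horizontal axis) and bud (vertical axis), with points for means and bars for the SD of 3 libraries, and a dashed line of equality. Lys-CUU, at 0.800 and 0.858, lay furthest above the line among the families with the smallest p, and 0 families passed an adjusted p of 0.05 (limma).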

Values the study reported

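The study resolved 2528 unique transcripts and reported that 607 of them were expressed, as were all of the 47 anticodon families. It reported that 223 of the 607 transcripts, or 37%, changed significantly during the stages examined, with changes of up to about 64-fold upward and about 4-fold downward, and that 3 to 6 transcripts changed at the stages from 2.5 to 4 hpf. At the level of anticodons it reported that 20 of 47 families changed, with the selenocysteine family changing 4-fold and the others less than 2-fold. It reported that mitochondrial tRNAs made up 17.3% of tRNA reads in eggs and 8.3% at bud. The adjusted R² between abundance and gene copy number was reported as 0.027 to 0.058, from plots of single replicates. The study reported no significant correlation at any stage. Aminoacylation was reported as above 80% for every family at sphere and bud.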

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

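The tests of library depth and of leaving out the most abundant transcripts given here were chosen before their outcome was seen. Total nuclear counts as size factors, used in the tests of scaling, were an alternative added after the data had been seen. The test on longer tRNAs and the shares of the most abundant transcripts were chosen only after the result was seen.

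The departure from egg differed between shield and bud when the difference itself was tested. The contrast of bud against shield (DESeq2 Wald test with Benjamini-Hochberg adjustment) called 64 transcripts, 63 higher and 1 lower at bud. Depth did not account for this, because 50 of the 64 remained called in the same direction after every library was thinned to 791432 nuclear counts. With total nuclear counts as size factors 42 of the 64 remained called in the same direction, although that scaling called 86 transcripts, 41 higher and 45 lower. The balance between rises and falls thus depended on the scaling, and the existence of a difference did not. These values argue against library depth and scaling as the whole cause. After the 10 most abundant transcripts were left out, 62 of the 62 calls outside them remained, but median-of-ratios factors hardly depend on 10 transcripts. This test could therefore not have removed the calls. The 10 largest transcripts of each library, which need not be the 10 left out, were summed as well. They held 29.3% ± 0.439 of nuclear counts at shield and 27.7% ± 0.697 at bud (SD, n = 2 per stage). Their share was far from most counts and did not rise, which argues against a few transcripts taking most counts as the source of the calls. The developmental stage, which the design names, stays open as an explanation and was not tested apart from the libraries that represent it. Reads shared between near-identical transcripts also stay open for single transcripts.

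Anticodon families gave the same kind of difference. Bud against shield called 5 families, all higher at bud, namely Arg-UCG, Lys-CUU, SeC-UCA, Ser-CGA and Thr-UGU. All 5 remained called at equal depth after thinning, so unequal library depth was not needed for these calls. Families other than SeC-UCA held at least 7834 counts in each library compared, so for them thinning could hardly have removed a call. All 5 also remained called with total nuclear counts as size factors. That scaling moved the median family by only -0.07 on the log2 scale, against rises of 0.49 to 1.51 in these families. It could therefore not have removed the calls and does not decide on scaling between libraries. SeC-UCA and Ser-CGA belong to the tRNAs with a long variable arm, and recovery of longer molecules could differ between libraries. That would raise the leucine families as well, which share the long arm. Their median log2 change at bud against shield was -0.41, and all 5 leucine families were lower at bud, which argues against uneven recovery of longer tRNAs as the source of the rise in these 2 families. A stage-dependent change in the supply of these anticodons may be the explanation, as a hypothesis found and examined on the same libraries.

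The departure from egg also differed between sphere and shield, again by a direct contrast with DESeq2. It called 10 transcripts, all higher at shield, and 1 family, Thr-CGU, which was lower (log2 change -0.53). With total nuclear counts as size factors 10 of the 10 transcripts remained called in the same direction among 25 calls. That scaling moved the median transcript by 0.05, in the direction of the calls, so it could not have removed them, and scaling between libraries and a change of these transcripts cannot be told apart by it. Of these 10 transcripts, 9 were further from egg at bud than at shield. The direction was less firm than these calls, since without either egg library there were 14 calls, 11 higher and 3 lower. With replicate number as a block there were 39 calls, 24 higher and 15 lower, although a pairing by number was not taken as shown. The edgeR test called 2 of the 10 transcripts and did not call Thr-CGU, so this step rests on weaker evidence than the step from shield to bud. The developmental stage stays open and untested here as well.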

How the results depend on the processing

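Of the alternatives discussed here, total nuclear counts as size factors, the medians over families, the other settings of the relation between abundance and charging, and the subsets of libraries in the mitochondrial relation were chosen after seeing the data.

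The choice of test lowered most counts of calls. With edgeR the transcripts called against egg were 2 at 256-cell, 1 at 1000-cell, 1 at sphere, 45 at shield and 103 at bud, with 109 at any stage, and 61 for bud against sphere, 2 for shield against sphere and 52 for bud against shield. Families called by edgeR were 0 at 256-cell and 0 at sphere (4 and 7 at an unadjusted p under 0.05 with DESeq2), 1 at shield, 9 for bud against sphere and 0 for shield against sphere (6 unadjusted with DESeq2). The cause was not tested. Of the named features 49 kept their call or its absence with edgeR, 20 were weaker and 3 reversed. The reversed ones were small changes, namely tRNA-Ala-AGC-3 at sphere (0.0206) and at shield (0.00433) and tRNA-Thr-UGU-7 at shield (0.0109), and the same 3 reversed with TMM factors, to 0.0206, 0.00436 and 0.00943. The change of size factors alone gave these reversals, so they came from the scaling and not from the test. A likelihood ratio test over the 6 stages called 155 transcripts and 18 families, against 185 and 22.

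Scaling changed the split into higher and lower transcripts. Total scaling shifted the median transcript by -0.38 for bud against egg. It turned the split at bud against egg from 97 higher and 68 lower to 60 higher and 146 lower, that for bud against sphere from 83 and 38 to 51 and 125, and that for bud against shield from 63 and 1 to 41 and 45. It called 25 transcripts for shield against sphere, and 223 at any stage. tRNA-Ala-AGC-3 reversed to -0.34 for bud against egg and to -0.32 for bud against sphere. With TMM factors 160 transcripts were called at any stage.

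Detection mattered by construction, since fewer transcripts were counted at 0.05% of nuclear counts. There were then 1 call at 256-cell, 0 at 1000-cell and 0 at sphere (62 and 61 at an unadjusted p under 0.05 among all detected transcripts), 39 at shield, 74 at bud, 82 at any stage and 61 for bud against sphere. With no threshold 223 transcripts were called at any stage, 195 of them at bud. Adding the unresolved groups gave 198, and requiring 10 counts in 2 libraries gave 182. With families summed from resolved transcripts only, 0 families were called for shield against sphere (1 with all counts, 6 at an unadjusted p under 0.05), and Arg-CCG at bud against egg reversed to 0.18. The cause was not tested.

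Fits of only the 4 libraries compared estimate the spread from fewer libraries. They called 2 transcripts at 256-cell, 3 at sphere, 38 at shield and 6 for shield against sphere, and 0 families at 256-cell, 4 at shield, 2 for shield against sphere and 15 for bud against shield (8 higher, 7 lower). Of the named features 61 were kept and 11 were weaker.

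The labels do not say that a replicate number marks a shared source, and the check of pairing was mixed. Deviations of same-numbered libraries from their stage means correlated at over 0.1 for transcripts in 13 of 15 pairs of stages, with a median of 0.388 and a highest value of 0.861, but at -0.0455 between 256-cell and 1000-cell and -0.175 between 256-cell and shield. For families 8 of 15 pairs were over 0.1, and charging deviations correlated at -0.180, 0.195 and -0.378. A pairing was therefore not taken as shown, although part of the libraries may share a source, as the 6 transcripts that tracked the replicate number also leave open. With replicate number as a block the counts of transcripts were 27 at 256-cell (11 higher, 16 lower), 15 at 1000-cell (6 higher, 9 lower), 14 at sphere (10 higher, 4 lower) and 39 for shield against sphere (24 higher, 15 lower), and 2 families were called for shield against sphere. The mitochondrial relation with the block had r of -0.911, the mean charging difference was -0.00224 and 0 families changed in charging (5 at an unadjusted p under 0.05). At shield and bud against egg it called 119 and 199 transcripts, with 222 at any stage. The block changed no call among the named features.

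A compared stage that loses 1 of its 2 libraries has no replicate spread of its own, so calls were not counted for such fits. Libraries outside the compared stages were therefore left out in turn. Across these fits the transcript calls ranged from 3 to 5 at 256-cell, from 2 to 6 at 1000-cell, from 4 to 6 at sphere, from 68 to 107 at shield, from 138 to 158 at bud, from 90 to 109 for bud against sphere, from 13 to 17 for shield against sphere and from 56 to 66 for bud against shield. Family calls ranged from 1 to 3 at 256-cell, from 0 to 3 at sphere, from 5 to 9 at shield, from 15 to 17 at bud and from 1 to 2 for shield against sphere. The lowest count of families at sphere, 0, came without bud replicate 1. For fits without a library of the compared stages only log2 changes are given. The log2 change of tRNA-Ala-AGC-3 then ranged from -0.15 to 0.10 at sphere, from -0.20 to 0.0217 at shield and from -0.0549 to 0.17 at bud against egg, and from -0.0507 to 0.20 for bud against sphere. That of tRNA-Thr-UGU-7 ranged from -0.19 to 0.49 at sphere and from -0.32 to 0.20 at shield, that of tRNA-Thr-UGU-8 at sphere from -0.0037 to 0.24, and that of SeC-UCA at sphere from -0.19 to 0.68.

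The fall of the mitochondrial share with hpf had r between -0.964 and -0.872 with single libraries left out, -0.736 without the bud libraries and -0.238 from egg to sphere only. Bray-Curtis distances between bud and egg were 10.9% for transcripts and 1.34% for families, which are on another scale by construction and remained above those of replicate pairs. Without the 2 most extreme copy numbers the correlation of family share with copy number was 0.226 in egg, 0.208 at 256-cell, 0.232 at 1000-cell, 0.228 at sphere, 0.231 at shield and 0.176 at bud, and the relation was no longer past the threshold.

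Leaving out single charging libraries moved the number of families with changed charging from 0 to 6, the latter without bud replicate 2, and the mean difference from -0.0162 (without bud replicate 2) to 0.00699 (without bud replicate 1). It was also above 0 without sphere replicate 2 (0.00287) and without bud replicate 3 (0.00246). On the scale of log2(fraction / (1 - fraction)) it was -0.04. The relation between changes of abundance and charging stayed absent with untransformed fractions (r 0.195, permutation p 0.196) and with total scaling (r 0.149).

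Depth limits the lowest-abundance results. In the first egg library 3 counts were 0.000379% of nuclear counts, so the folds of tRNA-Leu-UAG-27 and tRNA-Arg-UCU-24 are lower bounds. The charging table gives no depth. Scaling by the spike-in and a count model for charging were not run, as stated in the account of processing.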

Other observations

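All tests in this part were chosen only after the result was seen, except the count of splits at an unadjusted p.

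The adjusted R² between family share and gene copy number was between 0.0683 and 0.0853 over the 6 stages. That is higher than the values quoted from the study above.

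The largest named fall at bud against egg was that of tRNA-Val-UAC-24, which was 6.59-fold lower. That is a larger fall than the one quoted from the study above, which the study gave as approximate. The DESeq2 estimate without a bound for tRNA-Leu-UAG-27 at shield, 271-fold, likewise exceeded the study's largest rise, but rested on 0 counts in egg. The 2 fold scales were therefore not shown to be alike.

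Families with a long variable arm moved together. There were 10 such families (leucine, serine and selenocysteine), and their median log2 change against egg was 0.52 at shield, 0.30 at sphere and 0.30 at bud, while that of the other families was -0.09 at shield. Of 105 transcripts of these families, 82.9% were higher at shield than in egg, against 39.8% of the other transcripts, and 87.6% were higher at sphere and 69.5% at bud. With total nuclear counts as size factors the median of the long-arm families was again 0.52 at shield. The same families also shifted together between the 2 libraries of a stage, by 0.252 on average against 0.0880 in random sets of 10 families, and a shift as large was found in a share of 0.0001 of 10000 random sets, which is the smallest they can give. Uneven recovery of longer tRNAs between libraries may therefore contribute to the rise of these families at shield, and changes of leucine and serine families at that stage are best read with this in mind. The developmental stage stays open as well and was not tested apart from it.

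A few transcripts kept the same order between the replicate numbers at every stage. They were at least 2-fold apart in one direction at all 6 stages for 6 transcripts, of which 5 were higher in replicate 1. These were tRNA-His-GUG-36, tRNA-Gln-CUG-20, tRNA-Gln-CUG-26, tRNA-Arg-UCG-9, tRNA-Leu-AAG-43 and, in the other direction, tRNA-Ile-AAU-15. tRNA-Gln-CUG-20 had 67 counts in the first and 24 in the second egg library, and 1010 and 34 at 256-cell. When the numbers were swapped within stages in the 31 other ways, at most 2 transcripts and at the median 0 did so. Depth did not follow the number, since the replicate 1 library was the deeper one at 3 of the 6 stages. Whole families differed by a median of 0.129 between replicates where these transcripts differed by 2.24 on the log2 scale, which argues against differences between whole anticodon families. A sequence variant or copy number shared by the fish behind the libraries with one replicate number is a candidate explanation. The deposited table holds no sequences with which to examine it, and the labels do not say that a number marks shared parents.

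The 6 transcripts called at 256-cell may reflect a variant in the donors of the eggs and not development, since the eggs and embryos need not come from the same parents. If so, their level would stay the same after 256-cell. Of the 6, only 1 was further from egg at bud, whereas 9 of the 10 transcripts called between sphere and shield moved further. A donor variant in the egg libraries and an early change of the embryo cannot be told apart for these calls, because they are too few and their levels did not all stay constant. tRNA-Tyr-GUA-14 had 306 and 366 normalized counts at 256-cell, 147 and 178 at sphere, where the egg libraries had 141 and 172, and 400 and 306 at shield, so neither a variant in the eggs nor a lasting early change accounts for it. tRNA-Val-AAC-7 went from 447 and 767 at 256-cell to 226 and 319 at bud.

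Higher and lower transcripts at bud were found within the same family in 18 families out of 45 with any call. When directions were dealt at random over the transcripts 10000 times, the mean was 26.2 families, with 95% of deals between 22 and 31. This count does not settle whether reads were split between near-identical transcripts. Reads lost by one transcript to another would give opposite directions within a family, while reads leaking from a transcript that rises would give the same direction, and so would a change of the whole family. Split reads and real changes of single transcripts therefore cannot be told apart for the 18 families by this test, since the deposited table holds no sequences.

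The fall of the mitochondrial share was not made by a few of the 22 mitochondrial tRNAs. Within mitochondrial counts 0 of the 22 changed their share between egg and bud (DESeq2 lowest adjusted p 0.0855), with 1 at an unadjusted p under 0.05. As a share of all counts all 22 lay below both egg libraries in both bud libraries, with log2 changes between -0.84 and -1.37. Loss of a few mitochondrial tRNAs from the libraries was thus argued against. A rise of nuclear tRNA with a level mitochondrial pool would give the same shares as a fall of mitochondrial tRNA, and relative counts carry no information on which took place.

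The 1000-cell and shield libraries deviated from their stage means in the same pattern over transcripts, with a correlation of 0.861. A pattern carried by a few variant transcripts was argued against by a rank correlation of 0.828 over the detected transcripts. Library depth was argued against too, because replicate 1 held 0.623 times the counts of replicate 2 at 1000-cell and 1.03 times at shield. No biological explanation was tested for this pattern, which may point to a shared step in the preparation of these 4 libraries that the labels do not name.

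For charging, 10 of the 10 splits of the 6 libraries into groups of 3 gave as many families past the adjusted threshold as the real split, which gave 0 (2 at an unadjusted p under 0.05). At the unadjusted threshold 3 of the 10 splits gave as many. The design allows no share of splits under 0.1, so it could not have shown a difference by this count. A single split, with sphere replicate 1, bud replicate 1 and bud replicate 3 against the others, called 33 families (limma with Benjamini-Hochberg adjustment), more than the split by stage. Variation between single libraries was therefore at least as large as any difference between the stages.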
